A study of Mus musculus with 3 samples. Its data were reported in "A CRISPR/Cas9 screen in embryonic stem cells reveals that Mdm2 regulates totipotency exit" (2024).

How the data were processed

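H3K27me3 CUT&Tag libraries of WT, Mdm2 KD and Mdm2 OE mESCs, 1 of each, were analysed from the peak lists the authors deposited. The submitters' processing notes name Trimmomatic, Bowtie2 and MACS2 and the build mm10, without versions. The paper's methods for CUT&Tag name the same tools and build. The study's reporting summary, which covers all its data, lists another trimmer, TrimGalore, and another release of MACS. The fold and −log10 p of the deposited lists fit the formulas of MACS2 for every tried peak, and which trimmer was used on these libraries is not settled by the lists. Peaks were called per library. The deposited lists give for each peak its position, a fold enrichment over the local background (a ratio), −log10 p, −log10 q, and a score, all as the authors' peak caller wrote them. The lowest −log10 p was 2.0 in each list and the lowest −log10 q was 0.600 in WT, 0.520 in KD and 0.626 in OE, so the authors' lists hold many weak peaks. These values were used to describe, rank or filter peaks within a list.

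Peaks on chromosomes 1 to 19, X and Y were used. Gene models came from GENCODE for GRCm38, the assembly called mm10, and sequence from the RefSeq copy of GRCm38. Of the protein-coding symbols 21911 were kept, after 27 repeats of a symbol were dropped. A promoter was the window of 2 kb on either side of the 5′ end of the gene, and its coverage was the percent of that window under peaks. Coverage describes called peaks, which can leave parts of a broad domain uncovered, and is not an amount of the mark. A promoter was marked if it held at least 1 bp of a peak. Peaks of different libraries were shared if they had at least 1 bp in common, and chance overlap was measured with the other list shifted by 1, 2, 3, 4 and 5 Mb. Large regions were the peaks of all lists joined over gaps of up to 5 kb and at least 10 kb long.

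Depth was recovered from the deposited fold and −log10 p of each peak, which MACS2 computes from a whole number of fragments at the summit and a Poisson background. Every tried peak gave a whole number within 0.002 of its −log10 p (145080 peaks in WT, 131054 in KD and 172907 in OE). The few peaks with the highest −log10 p were not tried. The commonest background is that of the whole genome, and divided by the shortest peak length (292, 312 and 314 bp) it gives relative depth. Read totals were not used here.

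With 1 library per group no test was possible, and no p-value is given. Shares have Wilson 95% intervals, which like all intervals here cover counting error only. For 18 gene lists the mean difference in promoter coverage was placed among 10000 random lists of the same size, drawn with replacement within strata (uncovered genes, then 10 classes of mean coverage over the 3 libraries), and a percentile outside the central 95% was taken as standing apart. Percentiles describe these libraries. In a check with random lists of 30 genes, 6.00% of 200 unshifted lists fell outside the central 95%, for KD minus WT. Of lists with 10 points added, 96.5% lay above it. The random draws used 21911 genes. Lists of neighbouring genes were not checked. The lists held genes of the 2C state, pluripotency, PRC2 subunits, Hox, developmental transcription factors, signalling ligands, trophectoderm, primitive endoderm, the p53 pathway, G1/S, germline, imprinting, repressors of the 2C state, the study's screen, housekeeping, fibroblasts, and olfactory and vomeronasal receptors. 1 written member, a 2C gene, was not matched. The screen list was chosen by the study.

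Groups, lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule took 14 set genes, in each list the 2 members with the largest difference from WT in each comparison, provided that the difference kept its sign or was 0 with lists trimmed to equal covered length, and the 5 largest losses and 5 largest gains over protein-coding genes, provided that the sign held there. The set genes are named in the study's text or its primer list, some by an older symbol (Oct4 for Pou5f1, Rex1 for Zfp42), except Gm4981, a Dux-like neighbour of Dux. A few of the genes so chosen are not reported here. The alternatives chosen at that point were −log10 q of at least 5, lists trimmed to equal covered length or number, stitching over 1 kb, all sequences, overlap of 50% in one or both directions, windows of 1 and 5 kb, at least 500 bp covered, 5 kb around Dux, and gaps of 2 kb. Added after the data were seen were thinning of summit fragments to the WT background, leaving out chromosome 1, leaving out chromosomes 1, 6 and 16, leaving out chromosomes 1, 6, 11 and 16, and strong peaks against all peaks.

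The technical checks of chromosomes 6 and 16 were run in 2 versions. The first, written before its values were seen, took both ratios together with chromosome 1 among the reference chromosomes and decided nothing. The second, by library and without chromosome 1, was set after that outcome, and both are given. The chromosomes left out were likewise widened from chromosome 1 to 1, 6 and 16 and then to 1, 6, 11 and 16, and all 3 settings are kept. The parts of chromosomes 6, 11 and 16 whose bins are given were chosen after the bins were seen. GC content was removed as the median of 20 GC classes of shared peaks. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.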

Results

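H3K27me3, the repressive histone mark laid down by the polycomb complex PRC2, was profiled by CUT&Tag in mouse embryonic stem cells (mESCs) of 3 kinds, wild type (WT), Mdm2 knockdown (KD) and Mdm2 overexpression (OE). CUT&Tag directs a transposase to the antibody-bound mark and sequences the fragments it releases. Each group had 1 library, so no difference has a replicate check, no test between groups was run, and values are set side by side. The study asked whether Mdm2, an E3 ubiquitin ligase best known as the antagonist of p53, alters H3K27me3 at Dux, the activator of the 2-cell-like (2C) state. The promoter of Mdm2 itself (chromosome 10, 117688875 to 117710758, minus strand, mm10) carried no peak in any of the 3 lists. Peak lists hold no expression values, so they do not check the knockdown or the overexpression.

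The lists held 145091 peaks in WT, 131071 in KD and 172927 in OE on chromosomes 1 to 19, X and Y. They covered 78.1 Mb, 77.7 Mb and 100.2 Mb, with a mean peak length of 539, 593 and 580 bp. The mean fold enrichment over the local background, the authors' own value for each peak, was 3.74 in WT, 3.28 in KD and 3.30 in OE. The genome-wide background recovered from the lists was 1.79 fragments in WT, 2.19 in KD and 2.72 in OE. Allowing for fragment length, the KD library was 1.14 times and the OE library 1.41 times as deep as WT. Peaks with −log10 q below 1.3 made up 8.96% of the WT list, 17.3% of the KD list and 12.6% of the OE list. Of peaks with −log10 q of at least 5 there were 34522 in WT, 20061 in KD and 32587 in OE.

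At the Dux locus each list had a peak over the gene. Dux, annotated as Duxf3 (chromosome 10, 58229979 to 58232675, minus strand, mm10), had 54.8% of its gene body under peaks in WT, 56.5% in KD and 53.8% in OE. Its promoter window of 4 kb was covered over 56.8%, 60.9% and 54.9%. The peak over the gene ran from 58231198 to 58232776 in WT, from 58231153 to 58232795 in KD and from 58231190 to 58232641 in OE. The neighbouring Gm4981, a second Dux-like gene at 58234848 to 58236701, had no peak over its body in any list, and 8.05% of its promoter window was covered in WT against 0% in KD and OE, by a WT peak from 58238317 to 58238638 with a summit of 19 fragments.

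The summit of the peak over Dux held 72 fragments in WT, 159 in KD and 171 in OE. The log2 ratio to WT was 1.14 in KD (95% interval 0.74 to 1.54) and 1.25 in OE (0.85 to 1.65). These and all other intervals cover counting error only. Over the peaks shared with WT at −log10 q of at least 5, the median log2 ratio was 0.23 for KD and 0.34 for OE, which placed Dux at percentile 97.9 of 8336 and 97.2 of 9772 shared peaks. The local background under the peak was 18.4 fragments in WT, 40.4 in KD and 39.8 in OE. Its log2 ratio to WT was 1.13 in KD and 1.11 in OE, so the fold over the local background was 3.76, 3.87 and 4.22. No control library was listed, so the local background may hold fragments of the mark itself. The fold therefore does not measure the level of the mark. The other peaks of the locus found in every list, from 58221480 to 58239635 in WT, also had higher summits in KD and OE. In WT they held 57, 85, 72, 50 and 45 fragments. In KD they held 98, 203, 142, 117 and 110, and in OE 89, 207, 150, 115 and 110. The WT peak from 58238317 had no counterpart in KD or OE. Of the 31-base words of the Dux gene, 76.9% occur again on the assembled chromosomes.

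**Figure D1:**
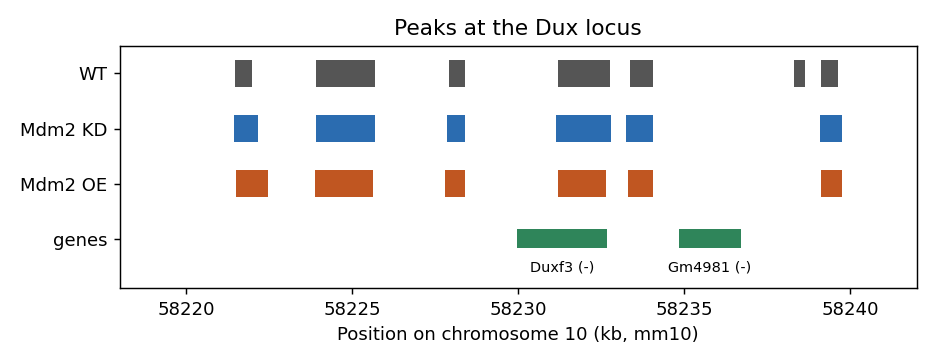
Peaks of the WT, Mdm2 KD and Mdm2 OE lists along chromosome 10 (position in kb, mm10), with Duxf3 and Gm4981 in green. Each bar is a peak, and all 3 lists have a peak over Duxf3.

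KD was first set against WT. Mean promoter coverage was higher in KD for most gene lists, as it was over all 21911 protein-coding promoters, with 10.4% in WT and 11.7% in KD. Genes of PRC2 subunits and vomeronasal receptors stood apart from random lists matched on coverage. The PRC2 mean was 4.71% in WT and 10.4% in KD, at percentile 99.7 of 10000 random lists. Of the 11 members 2 were higher, Aebp2, an accessory subunit, with 0% and 40.8%, and Phf19, a Polycomb-like subunit, with 51.9% and 73.7%, and 9 were equal. Suz12, Ezh2 and Eed, the core of the complex, had no promoter peak in any list. Aebp2 lies on chromosome 6, where KD covered 1.26 times the length of WT, and without chromosomes 1, 6 and 16 the percentile was 90.1, and likewise 90.2 with chromosome 11 also left out. It was 87.8 with windows of 1 kb on either side and 95 with 5 kb. Vomeronasal receptors, 326 pheromone receptor genes, had 2.06% and 1.48% at percentile 1.92, with 31 higher, 45 lower and 250 equal. Vmn1r21 had 22.8% in WT and 0% in KD, and Vmn2r53 had 22.2% and 0%. Their percentile was 33.5 at −log10 q of at least 5, 2.63 without chromosome 1, 3.70 without chromosomes 1, 6 and 16 and 3.53 without chromosomes 1, 6, 11 and 16.

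Genes of the 2C state had a mean of 6.69% in WT and 8.90% in KD, at percentile 84.8, with 9 of 28 members higher, 3 lower and 16 equal. At −log10 q of at least 5 the percentile was 32.9 and the difference -0.075 points. Gm5662 had 0% and 20.2%, and B020004J07Rik 0% and 15.4%, while Tcstv3 had 10.6% in WT and 0% in KD. Zscan4c, Zscan4d and Gm4340, which are markers of 2CLCs, had no promoter peak in any list. Pluripotency genes had 10.1% and 9.21% at percentile 16.1, with 6 of 25 higher and 9 lower. Nr0b1, an orphan nuclear receptor, had 36.3% in WT and 17.5% in KD, and Klf2 had 0% and 18.2%. Pou5f1 (Oct4) had 15.8% and 18.7%, a difference of 14.3 points at equal number of peaks, and Sox2 10.4% and 10.2%. Nanog and Zfp42 had no promoter peak in any list. Repressors of the 2C state were at percentile 64.6, with 2 of 18 members higher, 3 lower and 13 equal. E2f6, a partner of a variant PRC1, was at 17.5% and 43.7% and Rnf2, the PRC1 ubiquitin ligase, at 0% and 21.6%. Smchd1 was lower, at 15.6% and 0%.

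Developmental genes carried the mark widely. Of the 39 Hox genes 37 were marked in WT and 38 in KD, with means of 24% and 29.7% at percentile 81.2, and 23 were higher and 16 lower. Hoxa9 had 17.8% and 57.3%, and Hoxb7 12.1% and 44%. At −log10 q of at least 5 the Hox percentile was 98.2, and with windows of 5 kb it was 99, but with windows of 1 kb it was 64.7. Developmental transcription factors had 26.6% and 31% at percentile 60.8, with 39 of 61 higher and 20 lower. Evx1 had 6.63% and 44.3%, and Pax9, a regulator of tooth and thymus development, had 56.2% and 8.48%. Signalling ligands were at percentile 24.3, with the Nodal antagonist Lefty2 at 10.8% and 50.2% and Fgf15 at 32.9% and 56.1%. Trophectoderm genes were at percentile 45.1, with Eomes at 45.5% and 66.7% and Esx1 at 11.6% and 31.6%. Primitive endoderm genes were at percentile 44.5, with Hnf4a at 31.8% and 10.2% and Gata6 at 28.3% and 41.2%. For Esx1 and Gata6 the difference took the other sign at −log10 q of at least 5, at -11.6 and -5.78 percentage points.

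Germline genes had 19.7% in WT and 29.6% in KD at percentile 95.9, with 12 of 18 higher and 5 lower. Hormad1, a gene of meiotic chromosome axes, had 9.28% and 37.3%, a difference of -9.28 points at −log10 q of at least 5, and Stk31 on chromosome 6 had 5.65% and 33.1%. The germline percentile was 98.1 without chromosome 1, 98.5 without chromosomes 1, 6 and 16, 98.3 with chromosome 11 also left out, 99.1 with windows of 1 kb and 99.4 with 5 kb, but 87.8 at −log10 q of at least 5. Fibroblast genes, listed because feeder cells can accompany mESCs, had 20.9% and 28.7% at percentile 96.3. The fibroblast percentile was 98.1 without chromosome 1, but 91.6 without chromosomes 1, 6 and 16, 90.2 at −log10 q of at least 5, and 75.6 and 74.4 with windows of 1 and 5 kb. Col1a2, a collagen gene on chromosome 6, had 22.7% and 52.5%, and Snai2 on chromosome 16 had 41.4% and 68.7%.

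The G1/S list had 9.20% and 13.7% at percentile 90.7, and at 99.2 at −log10 q of at least 5, 86.2 without chromosomes 1, 6 and 16 and 78.5 with windows of 5 kb. Ccnd1, encoding cyclin D1, had 0% and 22.2%, and the CDK inhibitor gene Cdkn2c had 30.6% and 48.4%. The p53 list was at percentile 77.3, with the death receptor gene Fas at 17.1% and 42.1% and Perp at 34.3% and 56.7%. Imprinted genes were at percentile 28.7, with Grb10 at 19.4% and 56.5% and Dlk1 at 14.1% and 43.8%. Genes the study took from its own screen were at percentile 52.8, with the oocyte linker histone gene H1foo at 0% and 25.2% and Ddx49 at 9.95% and 0%. Housekeeping genes were at percentile 33.3, with B2m at 25.3% and 38.8%. Olfactory receptors were at percentile 9.24, and at 0.57 with windows of 1 kb and 26.5 with 5 kb. Of these 1092 genes 180 were higher, 172 lower and 740 equal. The mean difference was -0.038 points, and 0.255 at equal number of peaks. Olfr679 had 42.8% in WT and 0% in KD, and Olfr640 42.5% and 0%.

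Over all protein-coding genes, 8765 promoters were marked in WT and 8872 in KD, of which 1837 were marked in WT and not KD and 1944 in KD and not WT. The balance turned at −log10 q of at least 5, with 1489 marked in WT and not KD and 1003 in KD and not WT, with windows of 5 kb, with 2105 and 1966, and with fragments thinned to the WT background, with 1896 and 1873. With 500 bp required the counts were 1154 and 1602. Among genes whose sign held with lists trimmed to equal covered length, those lowest in KD relative to WT were Pax9, Ooep, a maternal-effect gene of the oocyte, with 48.1% and 0%, Tgm5 with 47.2% and 0%, Nfib with 46.2% and 0% and Cldn9 with 45.4% and 0%. Those highest in KD were Lemd1 and the overlapping AC124108.1, each with 7.63% and 72.3%, Fam180a with 0% and 59.4%, Atp2a3 with 19.9% and 75.8% and Ldhb with 9.38% and 62.1%. Fam180a and Ldhb lie on chromosome 6, where 131 promoters were marked in KD and not WT and 70 in WT and not KD. Many of the gene differences between KD and WT depended on weak peaks. With −log10 q of at least 5 required, the difference was 0 for Gm4981, Tcstv3, Pou5f1, Sox2, Gm5662, B020004J07Rik, Hnf4a, Fas, Ccnd1, H1foo, Ddx49, Olfr679, Olfr640, Vmn1r21, Ooep, Tgm5, Nfib, Fam180a and Ldhb. It was smaller by over 1.5 times for Klf2, Aebp2, Hoxa9, Pax9, Perp, Dlk1, E2f6, Col1a2, Vmn2r53, Lemd1 and AC124108.1, and larger by as much for Phf19, Cdkn2c and B2m.

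**Figure D2:**
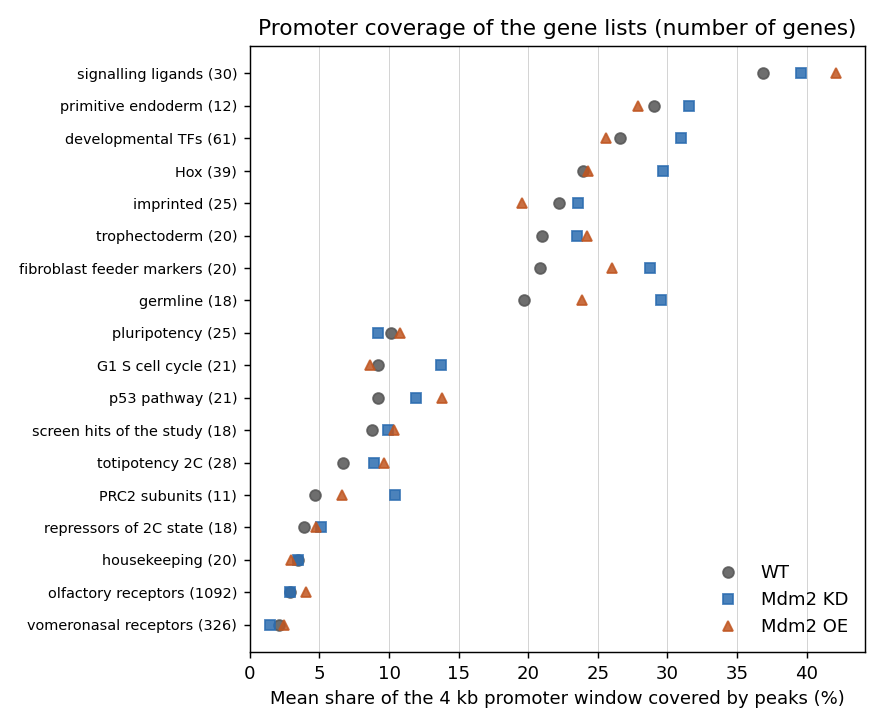
Mean share of the promoter window of 4 kb covered by peaks (%) for each gene list, with the number of genes in brackets and 1 library per point. Signalling ligands lie highest, with 36.9% in WT, and vomeronasal receptors lowest, with 2.06%.

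OE was then set against the same WT library. The mean over protein-coding promoters was 10.4% in WT and 12% in OE. Developmental transcription factors and imprinted genes lay low among matched random lists, and olfactory receptors lay high. Developmental transcription factors had 26.6% in WT and 25.6% in OE, at percentile 0.86, with 25 of 61 higher and 34 lower. Foxc1 had 35.3% and 5.5%. Imprinted genes had 22.2% and 19.5% at percentile 2.0, with 6 of 25 higher and 14 lower. Slc38a4, an amino acid transporter gene, had 33.9% and 0%, and Dlk1 14.1% and 48%. Olfactory receptors, 1092 genes, had 2.91% and 4.02% at percentile 98.1, with 246 higher, 150 lower and 696 equal. Olfr62 had 0% and 54.2%, with 35.1% in OE at equal covered length, and Olfr1378 0% and 42.9%.

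None of these lists stayed outside the central 95% with peak lists trimmed to equal covered length, where the percentiles were 3.05 for developmental transcription factors, 2.77 for imprinted genes and 95.9 for olfactory receptors. Further values inside the central 95% were 5.78 for developmental transcription factors with windows of 5 kb, 6.73, 3.73, 45.2 and 11.7 for imprinted genes at −log10 q of at least 5, without chromosomes 1, 6 and 16, and with windows of 1 and 5 kb, and 75.2, 97.3 and 77.9 for olfactory receptors at −log10 q of at least 5, without chromosomes 1, 6, 11 and 16, and with windows of 1 kb. The difference took the other sign for developmental transcription factors with windows of 5 kb, at 0.327 points, and for imprinted genes with windows of 1 kb, at 2.98 points. At equal covered length the differences were -1.51, -3.41 and 0.151 points, against -0.966, -2.71 and 1.12 as called. With lists trimmed to an equal number of peaks all 3 stayed outside, at 1.79, 1.93 and 98.9.

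The 2C list had 6.69% in WT and 9.64% in OE at percentile 87.8, with 6 of 28 higher and 5 lower, and at 98.5 with windows of 1 kb, 35.3 with 5 kb and 55.5 at −log10 q of at least 5. Tdpoz3 had 0% and 32.6%, and 15.5% in OE at equal covered length. Pluripotency genes were at percentile 33.4. Pou5f1 had 15.8% in WT and 3.38% in OE (a difference of -1.03 points at equal number of peaks), Sox2 10.4% and 28.1% (a difference of 8.6 points at equal covered length), Tfcp2l1 on chromosome 1 11.2% and 41.8%, and Tcl1 24.3% and 0%. The p53 list was at percentile 93.2, with 10 of 21 genes higher and 1 lower. Zmat3, a p53 target, had 0% and 27.6%, and Pmaip1, which encodes the pro-apoptotic Noxa, had 26.7% and 0%. Hox genes were at percentile 8.93, with 23 of 39 higher and 16 lower, at 2.3 with fragments thinned to the WT background, where the difference of 0.344 points turned to -1.93, and at 53.2 without chromosomes 1, 6 and 16. The Hox difference also turned at −log10 q of at least 5 (-0.446 points), equal covered length (-1.77) and equal number of peaks (-0.413). Percentiles there were 8.87, 7.12 and 9.15. Hoxb7 had 12.1% and 42.6%, and Hoxa13 51.7% and 27.3%. Among PRC2 subunits, at percentile 72.6, Phf19 alone differed, with 51.9% and 72.7%.

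Fibroblast genes were at percentile 76.7, with Vim at 51.3% and 16% and Snai2 at 41.4% and 67.7%. Signalling ligands were at 64, with Fgf15 at 32.9% and 70.9% and Lefty2 at 10.8% and 43.9%. Germline genes were at 58.5, with Hormad1 at 9.28% and 45.8% and Slc25a31 at 41.8% and 14.9%. Genes of the study's screen were at 53.8, with 5 of 18 higher, 3 lower and 10 equal. Tcl1, also in this list, was at 24.3% and 0%. The remodeller gene Baz1a was at 0% and 22.3%, and at 4.8% in OE at equal covered length. Trophectoderm genes were at 53.4, with Krt18 at 33.6% and 11.3% and Tfap2c at 1.35% and 21.4%. Repressors of the 2C state were at 52.6, with E2f6 at 17.5% and 46.8% and Smchd1 at 15.6% and 0.375%. Vomeronasal receptors were at 49.2, with Vmn1r51 at 0% and 28.1% and Vmn1r37 at 0% and 27%, both on chromosome 6. At equal covered length Vmn1r51 was at 0% in both. Housekeeping genes were at 22.6, with Gusb at 37% and 20.2% and B2m at 25.3% and 39%. The G1/S list was at 19, with the CDK inhibitor gene Cdkn1b at 13.8% and 45.1% and E2f2 at 34.6% and 10.9%. Primitive endoderm genes were at 13.5, with Hnf4a at 31.8% and 9.38% and Pdgfra at 30.6% and 10.7%. At −log10 q of at least 5 the sign was opposite for Hnf4a (9.38 points), Hormad1 (-9.28) and E2f6 (-17.5).

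OE marked 9286 promoters, with 1729 marked in WT and not OE and 2250 in OE and not WT. At −log10 q of at least 5 these were 1264 and 1426. With lists trimmed to equal covered length the balance turned, with 2106 in WT and not OE, 1599 in OE and not WT, and 8244 promoters marked in OE against 8751 in WT. At equal number of peaks it also turned, with 1831 and 1812, and OE marked 8472 promoters against 8491 in WT. Lowest in OE relative to WT were Bcl6b, a transcriptional repressor gene, with 58.3% and 0% (a difference of -18.1 points at equal number of peaks), Ptpdc1 with 63.7% and 9.53%, Ly6k with 51.7% and 0%, Gpr4 with 48.8% and 0% and Ooep with 48.1% and 0%. Highest were Apcdd1, an inhibitor of Wnt signalling, with 8.10% and 69.3%, Gm8994 with 15.1% and 75.2%, Itgb5 and Abcd2, each with 0% and 59.2%, and Lrp4 with 0% and 58.8%. On chromosome 1, where OE covered 1.71 times the length of WT, 164 promoters were marked in OE and not WT and 79 in WT and not OE. The difference between OE and WT at −log10 q of at least 5 was 0 for Gm4981, Pou5f1, Sox2, Tdpoz3, Tfcp2l1, Tcl1, Zmat3, Pmaip1, E2f2, Slc25a31, Baz1a, Olfr62, Olfr1378, Vmn1r51, Vmn1r37, Bcl6b, Ptpdc1 and Ooep. It was smaller by over 1.5 times for Foxc1, Krt18, Tfap2c, Cdkn1b, Dlk1, Gusb, Apcdd1 and Itgb5, and larger by as much for Phf19 and B2m.

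KD was also set against OE. Developmental transcription factors at percentile 99.7, Hox genes at 98.7, the G1/S list at 98.6 and PRC2 subunits at 98.3 lay high in KD, and olfactory receptors, at 0.03, lay low. Hox means were 29.7% in KD and 24.3% in OE, with 29 of 39 genes higher in KD. Developmental transcription factors had 31% and 25.6%, with 42 of 61 higher. The G1/S list had 13.7% and 8.63%, with 8 of 21 higher and 3 lower. Olfactory receptors had 2.87% and 4.02%, with 151 higher and 237 lower. Their difference of -1.15 points was -0.179 at equal covered length, -0.402 at equal number of peaks and -0.542 at −log10 q of at least 5, with percentiles of 0.1, 0.04 and 2.21. Without chromosomes 1, 6 and 16 the percentile was 81.1 for Hox genes and 53.3 for PRC2 subunits, and with chromosome 11 also left out it was 84.7, 53.1 and, for developmental transcription factors, 96.8. PRC2 subunits were also at 88.6 at −log10 q of at least 5, 97.4 at equal covered length, 91.2 with windows of 1 kb and 97.2 with 5 kb. With windows of 1 kb Hox genes were at 95.5 and the G1/S list at 95.2, and with 5 kb the G1/S list was at 93.7. The 2C list was at percentile 40.8. KD marked 1601 promoters that OE did not and OE 2015 that KD did not, a balance that turned at equal covered length, with 2029 and 1401, and at equal number of peaks, with 1913 and 1513.

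The percentiles of the remaining lists in KD against OE were 94.4 for imprinted genes, 93.9 for germline genes, 85 for fibroblast genes, 84.2 for primitive endoderm, 65.2 for housekeeping genes, 62.2 for repressors of the 2C state, 49.8 for screen genes, 41.2 for trophectoderm, 30.4 for pluripotency genes, 21.9 for the p53 list, 13.4 for signalling ligands and 2.63 for vomeronasal receptors. Repressors of the 2C state were at 99.1 at −log10 q of at least 5. Germline genes were at 98.6 without chromosome 1 and 96.8 without chromosomes 1, 6 and 16. Vomeronasal receptors were at 2.27 with fragments thinned, 1.71 without chromosome 1, 2.24 without chromosomes 1, 6 and 16 and 0.01 with windows of 5 kb, but at 31.6 at −log10 q of at least 5 and 10.2 with windows of 1 kb. Of the 54 percentiles of the 3 comparisons 10 lay outside the central 95%. For independent percentiles chance gives 2.7. That is a rough guide here, because the comparisons share libraries and neighbouring genes of a cluster share peaks. Also, 6% of unshifted random lists fell outside for KD minus WT.

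Most peaks were not shared, and sharing followed strength. Of WT peaks 29.3% (Wilson 95% interval 29 to 29.5) shared at least 1 bp with a KD peak and 32.3% (32 to 32.5) with an OE peak. The reverse shares were 31.6% of KD peaks and 26.5% of OE peaks. Of KD peaks 38.6% (38.3 to 38.9) met an OE peak, and of OE peaks 29.3% met a KD peak. With the other list shifted along the chromosomes the shares were 5.93% for KD and 7.61% for OE over WT peaks. Of WT peaks with −log10 q below 1.3, 11% met a KD peak and 12.8% an OE peak, and of the 735 WT peaks with −log10 q of 20 or more, 97.1% and 97.3% did. Both shares were lower with a larger overlap required, at 14.5% and 15.4% with 50% of each peak shared.

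**Figure D3:**
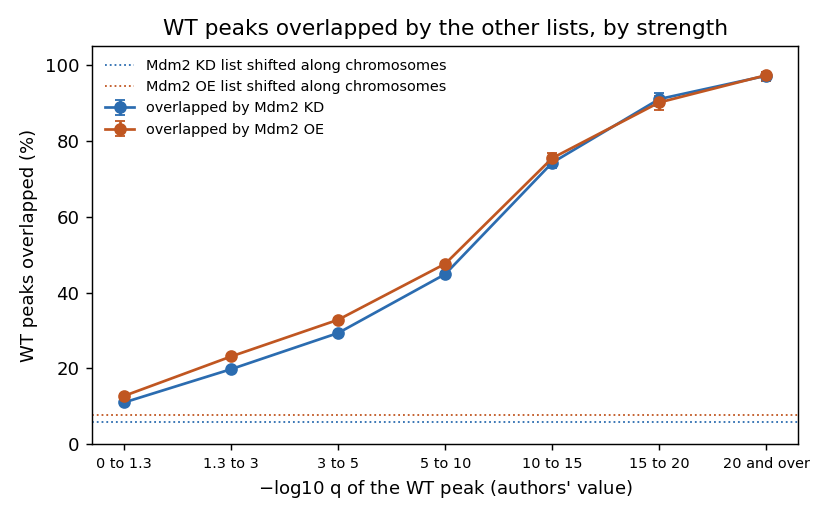
Share of WT peaks (%) that share at least 1 bp with a KD or OE peak, by −log10 q of the WT peak, with Wilson 95% intervals. Dotted lines give the share with the other list shifted, 5.93% for KD and 7.61% for OE.

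Peaks lay within 5 kb of a gene start in 24.1% of cases in WT (23.9 to 24.4), 24.7% in KD (24.5 to 24.9) and 22% in OE (21.8 to 22.2), where such sequence makes up 16.6% of the chromosomes. At −log10 q of at least 5 the shares were 34.1%, 43.7% and 35.2%. Joined over gaps of up to 5 kb, the peaks of all lists formed 18732 regions of at least 10 kb, covered over 11.1% of their length in WT, 11% in KD and 13.6% in OE. Among those with the most covered sequence were the Hoxc cluster (chromosome 15, 102870371 to 103045210), with 18.8%, 18.2% and 17.1%, and the Hoxd cluster with Evx2 (chromosome 2, 74645687 to 74764685), with 24.1%, 23.4% and 23.7%. They also held the protocadherin gamma genes (chromosome 18, 37661770 to 37768086), the neural crest gene Pax3 (chromosome 1, 78098018 to 78220490) and the imprinted Kcnq1 with Cdkn1c (chromosome 7, 143370611 to 143470154). The region with the most covered sequence (chromosome 6, 114488799 to 114637425) touched no protein-coding gene, with 20.5%, 26.4% and 25.3%. These shares count bases under called peaks, of which each list held 1 of 5 kb or longer. They do not give the extent or the level of the mark within a region.

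The covered length differed between chromosomes. On chromosome 1 OE covered 11 Mb, KD 5.7 Mb and WT 6.42 Mb, an OE to KD ratio of 1.93, where the other autosomes ranged from 1.16 to 1.3. Chromosomes 16 and 6 had KD to WT ratios of 1.48 and 1.26, and the other autosomes apart from chromosome 1 ranged from 0.795 to 1.15. The OE to WT ratios of chromosomes 16 and 6 were 1.79 and 1.57, against 0.918 to 1.43. Chromosome 11 was the lowest autosome in both, at 0.795 in KD to WT and 0.918 in OE to WT. The ratios were uneven along these chromosomes, as parts chosen after their values were seen show in bins of 5 Mb. On chromosome 6 the KD to WT ratio was 0.936 to 1.23 from 25 to 95 Mb and 1.24 to 1.87 from there on, and the OE to WT ratio 1.13 to 1.57 and 1.46 to 2.68. On chromosome 16 the KD to WT ratio was 1.0 to 1.01 from 45 to 60 Mb and 1.75 to 2.55 from 65 to 90 Mb, and the OE to WT ratio 1.51 to 1.53 and 1.61 to 3.5. On chromosome 11 the KD to WT ratio was 0.506 to 0.79 over the first 55 Mb and 0.857 to 1.03 from there on, and the OE to WT ratio was 0.659 to 0.99 and 0.869 to 1.16. Hoxa9, Hoxa13, Evx1, Aebp2, Vmn1r21, Stk31, Col1a2, H1foo, Cdkn1b, Fam180a, Ldhb and Gm8994 lie on chromosome 6, Snai2 and Itgb5 on chromosome 16, Grb10, Hoxb7, Atp2a3, Bcl6b and Olfr1378 on chromosome 11, and Lemd1, AC124108.1, Lefty2, Rnf2 and Tfcp2l1 on chromosome 1.

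**Figure D4:**
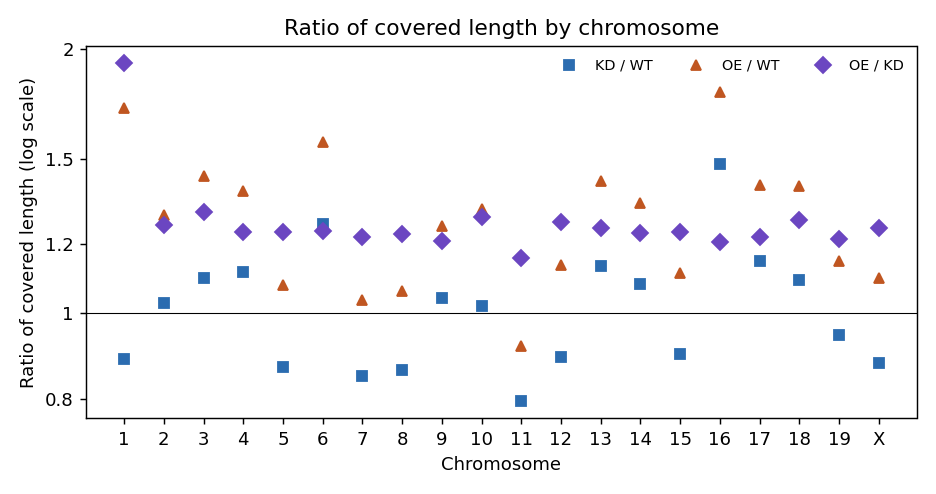
Ratio of covered length between libraries (log scale) for each chromosome. Chromosome 1 stands apart in OE to KD at 1.93, and chromosome 16 has the highest KD to WT ratio among the autosomes at 1.48.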

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

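The tests of depth and copy number on chromosome 1, of a gain of the mark there, the second version of the tests on chromosomes 6 and 16, and the test of the Dux summit were chosen after the results were seen. Signal appeared on sequences that no comparison used. Scaffolds outside the assembled chromosomes held 793 peaks in WT, 718 in KD and 869 in OE, and the mitochondrial genome 7, 5 and 5. These peaks entered only the alternative that used all sequences, and no control library gives a level to set them against.

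Chromosome 1 was covered 1.93 times as much in OE as in KD, above every other autosome, so a uniform difference in depth does not account for it. With the trend on GC content removed the median log2 summit ratio on chromosome 1 was 0.48, against at most 0.15 on other autosomes, so GC content does not either. An extra copy of chromosome 1 in the OE cells is a candidate explanation, since 100% of its 40 bins lay above the median bin of the other autosomes. The ratios ran from 1.42 to 3.34 in bins of the full 5 Mb, with 1.28 in the shorter last bin. The summit excess of 0.39 is below the 0.58 of 3 copies against 2. A broad gain of the mark along chromosome 1 cannot be told apart from an extra copy, because the local background was higher along with the summits, with an excess of 0.49, and the design has 1 OE library.

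Chromosomes 6 and 16 were higher in KD and OE than in WT, ratios that share the same WT library. As first written, the tests decided nothing, with a smallest GC-adjusted margin of -0.0637 (log2) over the other autosomes and a lowest bin share of 73.3%. In the second version, set after that outcome, the margin was 0.112 in KD and 0.0913 in OE, which argues against GC content, and at least 90% of bins in KD and 76.7% in OE lay above the median. Different copy numbers in the lines may account for part of this, but the evidence rests on a test revised after an undecided one. The excess was also uneven. On chromosome 16 the KD to WT bins were 1.0 to 1.01 from 45 to 60 Mb and 1.75 to 2.55 from 65 to 90 Mb. The OE to WT bins there were 1.51 to 1.53 and 1.61 to 3.5. Past 90 Mb the OE to WT bins were 1.06 and 1.18, and 1 bin before 45 Mb was 1.10. Of the 20 OE to WT bins of chromosome 16, 17 lay above the median. A copy number of the whole of chromosome 16 is thus shown in neither KD nor OE. Copies of parts of chromosomes, a regional difference in the mark and an effect of Mdm2 stay open and untested, as does the low first 55 Mb of chromosome 11, with a median KD to WT bin of 0.632.

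Peaks over Dux were present in KD. Thinned to the WT background, the KD peak stayed past the calling threshold in 100% of 10000 draws, but its −log10 p of 45.1 against a threshold of 2 fixed that outcome, so the test decides nothing. A uniform difference in depth does not account for the higher summit, whose log2 ratio to WT had a lower bound of 0.74 against a median of 0.23 over shared peaks. Reads shared between Dux copies remain open, and a copy elsewhere could supply the fragments. Of the gene's 31-base words 76.9% occur again, but the words are shorter than the reads, so the share cannot decide this. The other peaks of the locus found in every list also had higher summits in KD and OE. A difference over the whole locus, shared by both lines, stays open and untested.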

How the results depend on the processing

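The thinned settings, those without chromosomes, and strong peaks against all peaks were chosen after the data were seen, and the cause of the shifts below was not tested. With fragments thinned to the WT background all 28 counts stayed within 1.5 times. That limit is wider than the differences between libraries, with OE at 1.19 times WT in peaks and 1.28 in covered length. The WT list, as the reference, did not change. This outcome therefore says little about depth. Values follow in the order WT, KD, OE, or for overlap WT by KD, WT by OE, KD by OE. At −log10 q of at least 5, peaks were 34522, 20061 and 32587, covered length 24.8, 19.5 and 28.2 Mb, overlap 26.1%, 30.1% and 49.0%, promoter share 34.1%, 43.7% and 35.2%, and marked promoters 5144, 4658 and 5306, with 1489 in WT and not KD, 1003 in KD and not WT, 1426 in OE and not WT and 837 in KD and not OE. Large regions were then 683, covered over 17.5% in WT and 16.6% in KD, and with gaps of 2 kb they were 722, covered over 19.8%, 19.3% and 21.7%. With 500 bp required, 1154 promoters were marked in WT and not KD. Overlap was 20.8%, 22.5% and 27.2% at 50% of the peak, 14.5%, 15.4% and 20.3% at 50% reciprocal, 29.6%, 32.9% and 39.5% stitched, 31.1%, 30.6% and 34.7% at equal number, 28.6%, 30.5% and 37.4% thinned, and 51.1%, 53.5% and 73.9% for strong peaks against all. Overlap of WT by OE and KD by OE was 27.6% and 33.3% at equal length, 31.7% and 38.0% without chromosome 1, 31.5% and 37.9% without 1, 6 and 16, and 31.4% and 37.6% without 1, 6, 11 and 16. Promoter share was 7.77%, 8.70% and 7.11% within 1 kb 24.7%, 25.5% and 23.0% without 1, 6 and 16, and 24.7%, 25.3% and 22.8% without 1, 6, 11 and 16. It was 24% in OE at equal length, 24.8% in WT and 23.7% in OE at equal number, 25% in KD and 22.4% in OE thinned, and 24.5% in WT and 22.5% in OE without chromosome 1. With 5 kb on either side, Duxf3 was covered over 27.2%, 29.0% and 27.1% and Gm4981 over 26.2%, 26.0% and 23.9%. Of list percentiles, PRC2 subunits in KD minus WT were 90.1 without 1, 6 and 16, 90.2 without 1, 6, 11 and 16, 87.8 at 1 kb and 95 at 5 kb, and in KD minus OE 88.6 at the stricter q, 97.4 at equal length, 53.3 without 1, 6 and 16, 53.1 without 1, 6, 11 and 16, 91.2 at 1 kb and 97.2 at 5 kb. Imprinted genes in OE minus WT were 6.73 at the stricter q, 2.77 at equal length, 3.73 without 1, 6 and 16, 45.2 at 1 kb, where the sign turned, and 11.7 at 5 kb. Developmental transcription factors in OE minus WT were 3.05 at equal length and 5.78 at 5 kb, where the sign turned, and Hox in OE minus WT was 2.30 thinned, with the sign turned. The Hox sign also turned at the stricter q (-0.446 points, percentile 8.87), equal length (-1.77, 7.12) and equal number (-0.413, 9.15). Hox in KD minus OE was 81.1 without 1, 6 and 16, 84.7 without 1, 6, 11 and 16 and 95.5 at 1 kb, developmental transcription factors 96.8 without 1, 6, 11 and 16, and the G1/S list 95.2 at 1 kb and 93.7 at 5 kb. Olfactory receptors in OE minus WT were 75.2 at the stricter q, 95.9 at equal length, 97.3 without 1, 6, 11 and 16 and 77.9 at 1 kb. Vomeronasal receptors in KD minus WT were 33.5 at the stricter q, 2.63 without chromosome 1, 3.70 without 1, 6 and 16 and 3.53 without 1, 6, 11 and 16. The 2C list in OE minus WT was 98.5 at 1 kb. Of 117 differences from WT of genes chosen by the rule, 63 moved by over 1.5 times at the stricter q, 39 of them to 0, besides 6 that turned, and 5 moved at equal length, 10 at equal number and 1 thinned. At equal number the difference of Pou5f1 was 14.3 in KD and -1.03 in OE, and that of Bcl6b in OE -18.1. Among named genes at the stricter q, the difference from WT turned in KD for Esx1 (-11.6), Gata6 (-5.78) and Hormad1 (-9.28), and in OE for Hnf4a (9.38), Hormad1 (-9.28) and E2f6 (-17.5).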

Other observations

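Strong peaks found in a single list were singled out after their values were seen. Of the peaks with −log10 q of 20 or more, 16 of 735 in WT, 7 of 1062 in KD and 8 of 1530 in OE met no peak of either other list. The strongest of them by −log10 q in WT lay on chromosome 18 from 40308078 to 40308381, with a summit of 50 fragments. The nearest protein-coding start was Kctd16, 51268 bp away. In KD the strongest lay on chromosome 12 from 93576660 to 93577238, with 80 fragments and Sel1l as the nearest start, 1727792 bp away. In OE it lay on chromosome 12 from 69653940 to 69654343, with 81 fragments and Sos2 as the nearest start, 27710 bp away.

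The peak with the highest fold in each list lay at the same place on chromosome 9. It ran from 35305222 to 35305591 in KD and OE and from 35305229 to 35305590 in WT. The nearest protein-coding start was Rpusd4, 37545 bp away in WT and 37542 bp in KD and OE. The −log10 q of the peak was 2073 in WT, 1349 in KD and 4703 in OE. Whether this peak reflects the mark was not tested, and no control library was listed.

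The study describes less H3K27me3 at Dux after Mdm2 knockdown and more after overexpression, from read tracks, which were not analysed here. In the KD list 56.5% of the Dux gene body was covered, against 54.8% in WT. The summit held 159 fragments against 72, in a library whose genome-wide background was 1.22 times that of WT. The local background was higher along with the summit, at 40.4 fragments against 18.4, so the fold over it was 3.87 against 3.76. Without a control library the local background may hold the mark's own fragments, so a similar fold does not show an unchanged mark. The OE list, with a genome-wide background 1.52 times that of WT, had 171 fragments over a local background of 39.8, a fold of 4.22. Relative to the genome-wide background the summit was 40.2 times as high in WT, 72.8 in KD and 62.8 in OE. The other peaks of the locus found in every list were also higher relative to it in KD and OE. Of the 31-base words of the gene 76.9% occur again on the assembled chromosomes. The words are shorter than the reads, so this does not give the share of fragments that match another copy. Fragments counted here are not known to come from this copy. An exchange of labels between these libraries was not tested, because peak lists hold no measure of Mdm2. The study's blots of MDM2 and its expression of 2C genes in the KD and OE cells, not used here, run in the directions that the names of the lines state.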
